# Investigating the gene expression profiles of rehabilitated Florida manatees (*Trichechus manatus latirostris*) following red tide exposure

**DOI:** 10.1371/journal.pone.0234150

**Published:** 2020-07-02

**Authors:** Rebecca Lazensky, Margaret E. Hunter, David Moraga Amador, Basima Al-Khedery, Fahong Yu, Cathy Walsh, Matthew A. Gitzendanner, Katie Tripp, Michael T. Walsh, Nancy D. Denslow

## Abstract

To investigate a Florida manatee (*Trichechus manatus latirostris*) mortality event following a red tide bloom in Southwest Florida, an RNA sequencing experiment was conducted. Gene expression changes in white blood cells were assessed in manatees rescued from a red tide affected area (n = 4) and a control group (n = 7) using RNA sequencing. The genes with the largest fold changes were compared between the two groups to identify molecular pathways related to cellular and disease processes. In total, 591 genes (false discovery rate <0.05) were differentially expressed in the red tide group. Of these, 158 were upregulated and 433 were downregulated. This suggests major changes in white blood cell composition following an exposure to red tide. The most highly upregulated gene, Osteoclast associated 2C immunoglobulin-like receptor (OSCAR), was upregulated 12-fold. This gene is involved in initiating the immune response and maintaining a role in adaptive and innate immunity. The most highly downregulated gene, Piccolo presynaptic cytomatrix protein (PCLO), was downregulated by a factor of 977-fold. This gene is associated with cognitive functioning and neurotransmitter release. Downregulation of this gene in other studies was associated with neuronal loss and neuron synapse dysfunction. Among the cellular pathways that were most affected, immune response, including inflammation, wounds and injuries, cell proliferation, and apoptosis were the most predominant. The pathway with the most differentially expressed genes was the immune response pathway with 98 genes involved, many of them downregulated. Assessing the changes in gene expression associated with red tide exposure enhances our understanding of manatee immune response to the red tide toxins and will aid in the development of red tide biomarkers.

## Introduction

In 2013, a record number of Florida manatee (*Trichechus manatus latirostris*) mortalities (n = 830) were reported, with one-third of those (n = 276) attributed to prior exposure to an expansive and prolonged red tide bloom. Historically, the majority of red tide blooms in Florida occurred in the southwest part of the state with Sarasota serving as the epicenter [1, 2]. This bloom was centered at the mouth of the Caloosahatchee River in Southwest Florida, just south of this epicenter [3]. Florida red tides result when the naturally occurring dinoflagellate species, *Karenia brevis (K*. *brevis)*, ‘blooms’ and emits algal neurotoxins, which have been responsible for numerous mortality episodes of manatees and other wildlife in the past. In free-ranging manatees rescued from red tide conditions, decreased lymphocyte proliferation responses have been observed [4, 5]. In addition, red tide affected manatees have increased superoxide dismutase (SOD) activity, a marker of oxidative stress, in their plasma [4].

The West Indian manatee (*Trichechus manatus)* and the Florida subspecies (*Trichechus manatus latirostris*) are listed as threatened by the Endangered Species Act and the state of Florida [6]. Florida manatee mortalities are primarily due to watercraft strikes, perinatal deaths, and natural causes, including red tide. Historically, several large-scale marine mammal mortality episodes have occurred following red tide blooms including a die-off of 149 manatees in 1996 and an episode involving manatees and dolphins in the early 2000s [7, 8]. When the red tide causing dinoflagellate, *K*. *brevis*, undergoes a rapid population growth under favorable environmental conditions, red tides can form quickly and begin releasing toxins termed “brevetoxins” into the environment in higher concentrations. The brevetoxins released during red tide blooms can have large consequences to fish, seabirds, marine mammals, and humans [8]. Previous studies have shown changes in nerve function, immunotoxicity, signs of oxidative stress, and decreased respiratory function following brevetoxin exposure [8]. Manatees suffer ill health effects following toxin inhalation and consumption of brevetoxin-laced food [9]. Since they are frequently exposed to algal toxins in their natural environments, they serve as an excellent sentinel species for studying how these toxins could potentially impact human health.

To understand the impact of red tide toxins on manatee gene expression, an RNA sequencing (RNA-Seq) experiment was conducted. Differential gene expression of message RNA (mRNA) was compared in manatees rescued from red tide exposure and a non-exposed control group from geographically separated areas, not impacted by red tide (Crystal River, FL and Brevard County, FL). The mRNA transcripts in an organism comprise the transcriptome or the collection of all transcribed RNAs and these can be used to determine an organism’s health status at any given time [10]. Using this technology, we quantified transcript sequences for genes expressed in the white blood cells of normal and red tide impacted manatees. The unique gene expression profiles identified through this investigation may be used in the development of diagnostic assays based on biomarker identification, which could be queried during future unknown mortality episodes. This could help improve diagnostic capacity, rehabilitation efforts, and treatment protocols and better direct future health investigations of unknown mortality episodes.

## Methods

### Manatee buffy coat collection

Manatee white blood cell ‘buffy coat’ samples were opportunistically obtained from two groups (red tide and control) and analyzed using RNA-Seq to detect changes in gene expression (Table 1). The red tide group was comprised of manatees (n = 4) exposed to a prolonged red tide bloom in Lee County, Florida. Blood samples were collected between November 2012 and March 2013 from rescued/stranded manatees that were receiving treatment for red tide-related illnesses at ZooTampa (Tampa, FL) during the peak of the red tide bloom. Two of the manatees were sampled as they came in for treatment (RSW1307 (16) and RSW1310 (17)) and two had been in treatment for a week before they were sampled (103030 (13) and 103054 (14)). Buffy coats were extracted from these samples, frozen immediately at minus 80 °C, and archived at Mote Marine Laboratory in Sarasota, FL. The control group consisted of seven manatees sampled in three locations not impacted by the red tide event. One blood sample was collected in June 2014 from a manatee recovering from pneumonia at ZooTampa, well after the red tide bloom’s resolution. Four samples were collected during the December 2013 manatee health assessments in Crystal River and two were collected in 2013 during the Brevard County health assessments conducted by the U.S. Geological Survey (USGS) Sirenia Project. The current project was approved by several ethics committees including USGS (USGS permit #: MA791721), Florida Fish and Wildlife Conservation Commission (FWC) (FWC permit #: MA067116-1), Federal Fish and Wildlife permit #: MA067116-2 and University of Florida IACUC #201308202. From each animal, peripheral blood samples were collected from the brachial vascular bundle into Lithium-heparin tubes. Samples were centrifuged at ~10–15,000 xg for 10 minutes in an outdoor field setting. White blood cells at the interface between the pelleted red blood cells and the plasma were collected and transferred to RNA*later* (Life Technologies^™^, Carlsbad, CA, USA) immediately in the field, to preserve the buffy coat samples in a ratio of 1.2 mL RNA*later* to <0.5 mL buffy coat according to the manufacturer’s protocol (Life Technologies^™^) and samples were refrigerated at minus 20°C, as recommended by the manufacturer.

**Table 1:** Identification of Florida manatees used in the RNA-Seq study.

Group Name	Same Collection Site	Collection Date	Manatee Identifier/Study ID	Gender	Serum amyloid A (SAA)^a^	Health Notes
					(mg/L)	
Red Tide	ZooTampa	3/13/2013	RSW1307 (16)	M	-	Brevetoxin 4 ng/ml
		2/28/2013	RSW1310 (17)	M	-	Brevetoxin, not measured
		11/6/2012	103030 (13)	M	-	Brevetoxin 9 ng/ml
		2/1/2013	103054 (14)	F	-	Brevetoxin 4 ng/ml
Control	Crystal River, FL	12/4/2013	CCR13-14 (1)	M	18.96	Excellent condition
		12/4/2013	CCR13-19 (7)	M	25.18	Excellent condition
		12/3/2013	CCR13-10 (10)	M	30.63	Excellent condition
		12/4/2013	CCR-13-21(11)	M	17.72	Excellent condition
	Brevard County, FL	12/10/2013	CBC-13-05 (9)	M	16.77	Excellent condition
		12/10/2013	CBC13-02 (12)	M	73.98	Excellent/High SAA
	ZooTampa	6/21/2014	103150 (8)	F	-	Pneumonia case

^a^, SAA values were considered high if they were out of the ‘normal’ range of 0–50 mg/L; SAA values were not collected for manatees at ZooTampa.

Prescreening was done to ensure control manatees did not have any indication of a preexisting illness or trauma, such as cold stress or boat-related injuries. Clinical data from the manatee health assessments were obtained and reviewed to prescreen manatees for inclusion in this study based on blood chemistries and acute phase protein serum amyloid A (SAA) values. SAA measurements were performed on manatee serum by the University of Miami Avian & Wildlife Laboratory (Miami, Florida) following their published protocol [11]. Research has shown that the SAA value is the most reliable indicator of inflammation or illness in manatees [12]. The SAA values for the red tide group and the control manatee with pneumonia were not available but the values from the manatees evaluated during the annual Crystal River (control group) and Brevard manatee health assessments were (Table 1). The control samples were included in the study due to their medically determined ‘healthy’ status, which was based on their healthy blood chemistries, low SAA values (≤50 mg/L; except for one sample), and field examinations during health assessments [12]. The SAA value was only high (74 mg/L) in one manatee (CBC 1302) sampled in Brevard. A complete list of the manatees and associated data used in the study can be found in Table 1 and S1 Table. Samples 14 (red tide) and 8 (control) were female, while the others were male.

### ELISA assay for brevetoxin

Plasma was separated from whole blood via centrifugation at 500 x g, 15 min. Brevetoxin was measured in plasma using modifications of a competitive enzyme linked immunosorbent assay (ELISA) [13] previously used to measure brevetoxins in plasma of manatees [4]. Brevetoxin ELISA kits were purchased from MarbioNC (Wilmington, NC). Plates were coated with BSA-linked PbTx-3 and samples and standards added in serial dilution, with a minimum of seven dilutions and a blank for each. Dilutions were made using PGT (PBS, 0.1% Tween, 0.5% gelatin). Diluted samples and PbTx-3 reference standards were added in 100 μl volume to each well. Goat anti-PbTx-3 was added in 100 μL volume and plates were incubated at room temperature for 1 h using an orbital shaker. After several washes in PBS-T (PBS, 0.1% Tween), a secondary antibody, horse-radish peroxidase-linked rabbit anti-goat IgG, was added and incubated for 1 h at room temperature. After washing again with PBS-T, TMB (3,3’,5,5’-tetramethylbenzidine) substrate was added. Reactions were stopped by adding 100 μL 1.5 M sulfuric acid. Absorbance was read at 450 nm using a microplate reader (BioTek, ELx800, Winooski, VT). Concentrations of brevetoxins in plasma were determined using a standard curve, and results are reported in PbTx-3 equivalents. The limit of detection was approximately 1–2 ng/ml of plasma.

### RNA extraction and purification

RNA was extracted from manatee buffy coat samples according to the Tel-Test Inc. method for total RNA extraction using Stat-60 (Tel-Test, Inc., Friendswood, TX). The purity of the samples was determined using a NanoDrop^™^ 1000 (Thermo Fisher Scientific, Waltham, Massachusetts, USA) to assess 260/280 and 260/230 ratios. To remove DNA contamination, the samples were DN*ase* treated using the TURBO^™^ DNA-*free*^™^ kit according to the manufacturer’s protocol (Life Technologies^™^). After DN*ase* treatment, Qiagen RNeasy columns were used to further purify the samples (Qiagen, Hilden, Germany). The Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) was used to obtain RNA integrity (RIN) values. Most RIN values ranged from 7.3–9.4, with the exception of one that had a RIN value of 5.9 (S1 Table). RNA-Seq was conducted on samples with RIN values >5.9.

### RNA-Seq library preparation and sequencing

The Illumina^®^ EpiCentre ScriptSeq^™^ Complete Gold (Blood)-Low Input Kit (Illumina^®^ EpiCentre, Madison, WI, USA) was used along with the Illumina^®^ FailSafe^™^ PCR Enzyme Mix and ScriptSeq^™^ Index PCR primers (set 1) was used for RNA processing and sequencing library preparation. This kit’s ‘Globin and Ribo-Zero’ reagents were designed to remove globin and rRNA from RNA samples (EpiCentre ScriptSeq^™^, Madison, WI). The Zymo Research RNA Clean and Concentrator-5 (Irvine, CA, USA) was used to purify the RNA (>200 nt) and concentrate the depleted samples. Individual libraries were made for each of the samples which were then pooled at equimolar concentrations. The library pool was prepared for sequencing following the manufacturer’s protocol. The Illumina^®^ NextSeq^®^ 500 (Illumina^®^, San Diego, CA) sequencing platform was used to create paired-end reads using 2 X 150 cycles.

### Bioinformatics and gene expression analysis

Several quality measures were performed using the FastQC [14] on Galaxy, a web-based platform [15] to check the read quality and any potential errors introduced during sequencing or library preparation [16]. The Cutadapt software program [17] was used to remove low quality reads from the final dataset. Reads with a Phred-like score of <40 and bases with a score <20 were excluded. Quality control results can be found in S2 Table. A reference-based approach to alignment was used to compare the sequenced transcripts to the reference manatee genome using the Bowtie2 mapper (v. 2.2.3, [18]). The sequencing of the Florida manatee genome was completed as part of the Broad Institute’s ALLPATHS-LG assembly project using an Illumina HiSeq^™^ instrument and a paired-end whole-genome shotgun approach with partial annotation of the manatee genome [19, 20]. For the alignment, the Broad Institute’s TriManLat1.0 manatee genome assembly (NCBI Accession AHIN00000000) was used as the reference genome [19, 20]. The Bowtie2 mapper [21] was used to independently map the cleaned reads to the reference genome sequences with a “3 mismatches a read” allowance. Proprietary scripts from the Interdisciplinary Center for biotechnology Research (ICBR) at the University of Florida were used along with computational applications SAMtools and the DESeq, EdgeR, [22] in DEB [23] to generate the gene expression data, including fold changes and p-values, to remove duplicates or artifacts from PCR, and to choose uniquely mapped reads for gene expression analysis [24]. Digital gene expression was assessed by counting the number of transcripts that mapped to a gene sequence [23]. For all pairwise comparisons, the DESeq algorithm used a 5% False Discovery Rate (FDR) cutoff [23]. Significant up- and downregulated genes were selected using the FDR adjusted p-value, fold-change, or both for downstream analysis. Both the raw data and RNA-seq data were deposited at NCBI with GEO # GSE86792. Heat maps were generated using GENE-E software [25] with the Linked heat map application using their built in algorithm to display the hierarchical clustering pattern of differential gene expression.

### PathwayStudio^™^ analysis

PathwayStudio^™^ V9 (operating with the ResNet 9.0 database) was used to identify molecular pathways associated with exposure to red tide. The differentially expressed genes were further analyzed by subnetwork enrichment analysis (SNEA) to determine the cell processes involved [26–28]. The analysis involved identifying genes whose protein products work together in pathways. This normally consists of a central regulator and the downstream genes that are coordinately regulated, with pathways based on relationships extracted from the literature. The top 20 pathways related to cell processes were identified.

## Results

### Gene expression results

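RNA from the buffy coats (the white blood cell layer of centrifuged blood) of 4 manatees treated for red tide illness at ZooTampa and of 7 control manatees was sequenced after ribosomal and globin RNA had been depleted. For the red tide group the paper describes buffy coats frozen at once after extraction; for each animal it also describes cells put into RNAlater in the field, and the sample labels give only the second form of storage. The control group comprised 2 animals sampled in Brevard County, 4 sampled in Crystal River and 1 animal recovering from pneumonia at ZooTampa. The authors mapped the reads to the TriManLat1.0 assembly with Bowtie2, removed duplicates, kept uniquely mapped reads, counted them per gene sequence and compared the groups with DESeq. The values analysed here are the authors' deposited table of that comparison. For each of 15298 RefSeq transcript records it lists the mean normalized count (counts divided by the size factor that the authors obtained for each library) over all libraries and in each of the groups, the fold change, its log2 value, the p-value and the adjusted p-value, and no value of a single library. In all 15298 rows the overall mean equalled 4 parts of the first group mean plus 7 parts of the second, divided by 11, with a largest relative deviation of 3.3e-09. The first mean therefore averages 4 libraries, the size of the red tide group, and the second averages 7 libraries, the size of the control group, and the table's fold change is the second mean over the first. The columns do not name their groups. Their assignment rests on these sizes, and the title under which the table is stored also names red tide first and a group of 7 second. The means are named by their number of libraries at each result. Each group mean is a sum of whole reads, each worth a fixed amount in its library, and these amounts were read from the lowest means: 4 different amounts accounted for all 455 low values checked in the first group, and 7 for all 1500 checked in the second. They correspond to size factors of 0.372, 0.620, 1.03 and 1.56 in the 4-library group (median 0.824) and of 0.702 to 1.73 in the 7-library group (median 1.17). The total number of counted reads per library cannot be had from group means, so size factors stand for the relative depth. The reads of each library were then recovered, to within 6e-10 of the deposited mean below 10 and 6e-09 above, wherever a single combination of whole reads gave that mean, which held for 9632 of 9634 rows with a 4-library mean of up to 80 and for 4449 of 4505 rows with a 7-library mean of up to 6. This recovery was chosen after the values had been seen, and it does not show which animal a library came from. Gene symbols were taken from the RefSeq records of TriManLat1.0 for 10080 rows (65.9%), matched without the version number of the record, and from the supplementary gene tables of the paper for another 30 rows. No chromosome or scaffold is named there, so no coordinates are given.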

The RNA-seq samples included in the downstream analysis (n = 11) had a mean number of 57 million reads per sample with a range of 44–70 million reads. The average assembled sequences across samples were 21,420 (range: 19,470 to 25,826). The range in GC content was 40–44% with a mean GC content of 41%. After removal of redundant identifications, a total of 15,301 unique genes were identified by RNA-Seq. Of these, 15,260 mapped to human homologs with E score values <E-10, indicating good confidence in the annotation. 

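The authors' deposited table held 15298 rows as analysed here. The 10080 rows with a RefSeq symbol carried 9641 different symbols, so some genes had more than 1 row. No row had a mean of 0 in either group. The weakest rows rested on single reads: 272 rows had 1 read in the whole 4-library group, and 294 rows had 1 read in the whole 7-library group. The adjusted p-values of the authors' deposited table corresponded to a Benjamini-Hochberg adjustment over 18820 tests. At that number, 211 of the 326 rows with an adjusted p under 0.05 and a p above 0.0001 gave a whole rank to within 0.02, against 51 rows at the next best number of tests.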

A total of 636 genes had 100% match with human homologs and 14,575 had more than 50% identity with human homologs.

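At the thresholds used for the heat map, a p-value under 0.05 and an adjusted p under 0.2, 1487 rows of the authors' deposited table qualified. The 4-library mean was the higher one in 960 of them and the 7-library mean in 527. For 272 of the 1487 rows, all of them higher in the 4-library mean, the reads of all 11 libraries could be recovered, because both of their group means were low. In 64 of the 272 rows (23.5%) each of the 4 libraries lay above each of the 7, where chance gives at most 2 of the 330 possible splits without overlap, or 0.606%, and less where libraries tie at 0 reads. These rows had been selected by the difference between the groups, and reads could be recovered up to a higher mean in the 4-library group than in the 7-library group, which favours rows of this direction. Where both means were at most 6, reads of all 11 libraries were recovered for 3051 rows. In those, each of the 4 libraries lay above each of the 7 in 15 rows and below in 3 rows, together 18 rows. Over all 330 splits of the 11 libraries the same rows gave a mean of 9.67 rows without overlap. In all, 24 splits, the real one included, gave 18 or more. The limit of 6 was set on the means of the real groups, which leaves out rows that the real split separates by a wide margin. Other splits are not limited in this way, so the comparison cannot decide whether chance accounts for the separation of these weakly expressed genes. No dendrogram is given, since it would rest on weakly expressed genes alone. For these the limit on the group mean can lower the correlations among the 4 libraries. With the reads of each library shuffled over genes, their mean Pearson r was -0.144 under a limit of 5. The shuffled rows had 4-library means of up to 80, so the size of the effect in the unshuffled rows is not known.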

In Fig 1, the heat map analysis groups the four manatees affected by red tide separately from the “control” manatees. Females clustered with their respective groups and not separately, but with so few females in the sample, it is impossible to know if there is an effect of sex (Fig 1). The animal that was recovering from pneumonia (sample 8) grouped very well with the other control animals, suggesting that it had an RNA profile similar to controls at the time of sampling. The two outliers in the control group, samples 1 and 7 (Fig 1), have expression patterns that are very similar to the rest of the control group and these two manatees were sampled as part of routine health assessments at Crystal River.

**Fig 1:**
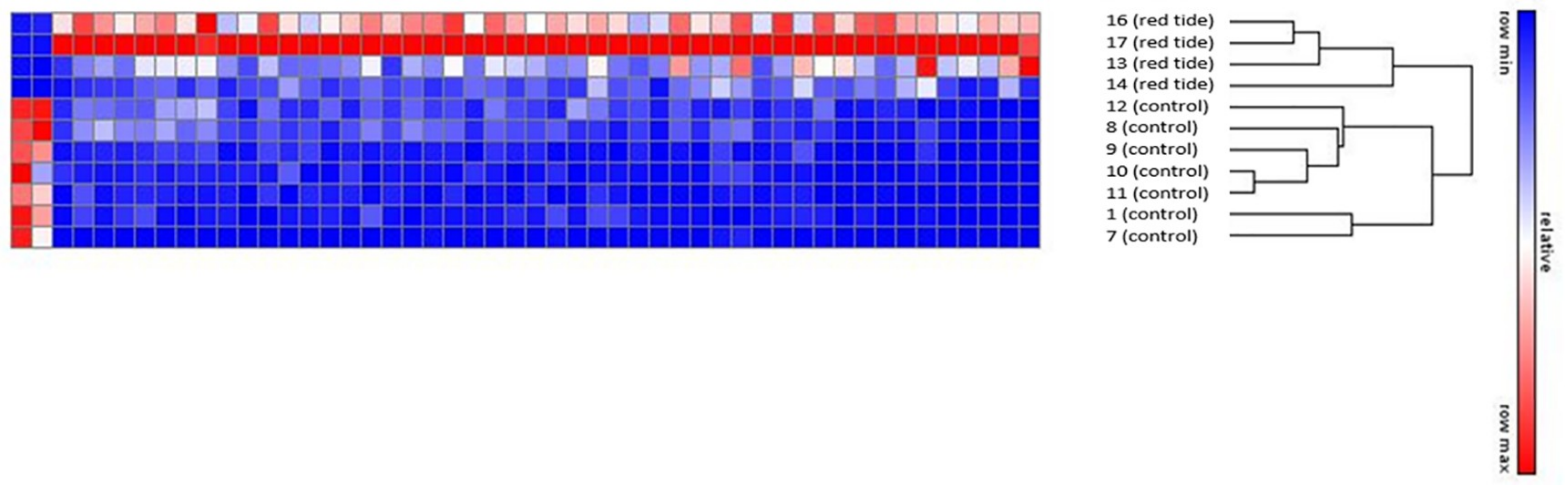
Heat map and dendrogram of individual gene expression data obtained by RNA-Seq for manatees exposed to red tide and an experimental control group. Hierarchical clustering was performed on genes that were differentially expressed (p-value <0.05 and FDR <0.2) and self-grouped based on the clustering pattern as shown by the dendrogram. Red indicates up-regulation and blue indicates down-regulation of gene expression. The intensity of the color is proportional to the degree of up or down-regulation. The sample numbers and red tide or control classification are indicated to the right. Samples 8 and 14 are female; other samples are male.

The RNA-seq data identified 2,149 genes that were differentially expressed with a p-value <0.05. Considering only adjusted p-values (FDR<0.05), there were 595 differentially expressed genes. 

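In the authors' deposited table, 2146 rows had a p-value under 0.05, with the higher mean in the 4-library group in 1349 rows and in the 7-library group in 797. At an adjusted p under 0.05 there were 592 rows, of which 430 (72.6%) were higher in the 4-library mean and 162 were higher in the 7-library mean. Only 474 of the 592 rows had a gene symbol, and these carried 471 different symbols. With the Benjamini-Hochberg adjustment recomputed over the rows of the table alone, 566 rows passed, 416 of them higher in the 4-library mean. With the adjustment restricted to rows with a mean of at least 10 over all libraries, 630 rows passed. Among the alternatives that kept an adjusted p, the threshold of 0.2 in Fig 1 moved the count most, to 1487 rows.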

The top 50 upregulated and downregulated genes with adjusted p-values are reported in S2 and S4 Tables. 

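Among the 162 rows at an adjusted p under 0.05 that were higher in the 7-library mean, the fold of the 7-library mean over the 4-library mean was at least 4 in 58 rows of the authors' deposited table. The largest fold was 12.8, the fold ranked 50th was 4.17 and the median over the 162 rows was 3.32. The 4-library mean, the lower one in these rows, was under 10 in 3 of the 162 rows and under 1 in none. For 34 of the 50 rows with the largest fold the reads of the 4 libraries could be recovered, and they came to between 5 and 270 reads over the 4 libraries together, with a median of 97. The 50 genes of S3 Table each matched 1 row by fold change and p-value, and all 50 were higher in the 7-library mean.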

Overall, 50 upregulated genes were identified with a log(2) fold change ≥2 (i.e., fold change >4) in the red tide group in comparison to the controls. 

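Among the 430 rows at an adjusted p under 0.05 that were higher in the 4-library mean, the fold of the 4-library mean over the 7-library mean was at least 62 in 50 rows of the authors' deposited table and at least 4 in 199. The largest fold was 977 and the fold ranked 50th was 62.2, while the median over all 430 rows was 3.77. In the 50 rows with the largest fold the median 7-library mean was 0.258 and the median 4-library mean 41.1. The reads of the 7 libraries could be recovered for 49 of the 50 rows. They came to 3 or fewer reads over all 7 libraries in 36 of the 49 rows, with a median of 2, so these folds divide by a mean known only from a few reads. The 50 genes of S4 Table each matched 1 row, and all 50 were higher in the 4-library mean.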

In the downregulated group, the best 50 genes were significantly downregulated with a log(2) fold change ≤ -5.96 (fold change >62-fold), suggesting that down regulation of gene expression was more pronounced than up regulation.

The 10 upregulated genes with the highest fold change were Osteoclast associated 2C immunoglobulin-like receptor (OSCAR), myotubularin related protein 2 (MTMR2), Transmembrane protein 56 (TMEM56), thymocyte selection associated family member 2 (THEMIS2), matrix metallopeptidase 9 (MMP9), Haptoglobin (HP), Chemokine (C-X-C motif) receptor 2 (CXCR2), Chemokine (C-X-C motif) receptor 1 (CXCR1), monoacylglycerol 0-acyltransferase 2 (MOGAT2) and basic leucine zipper transcription factor 2C ATF-like (BATF) (Table 2). Eight of these are known to be involved in immune system regulation and two in lipid metabolism, which may be linked indirectly to the immune system. 

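The 10 genes of Table 2 were found in the authors' deposited table by their fold change and p-value. All 10 were higher in the 7-library mean, by 7.70- to 12.8-fold, with 7-library means of 33.1 to 3355 normalized counts, 4-library means of 2.58 to 345 and authors' adjusted p-values of 5.57e-06 to 0.0485. MTMR2 (XM_004385543.1) had a mean of 51.1 over the 7 libraries and of 4.41 over the 4 libraries in the authors' deposited table. Its recovered reads in the 4 libraries were 7, 3, 3 and 2, in order of falling size factor. TMEM56 (XM_004378794.1) had means of 341 and 29.5 in the authors' deposited table, a log2 ratio of the 4-library over the 7-library mean of -3.53. Of its reads in the 4 libraries, 71 came from the library with size factor 1.03, and without that library the log2 ratio was -4.38. Each of the 4 libraries was left out in turn for the 9 genes of Table 2 with recovered reads. This could not change a direction, since it raises the lower mean by far less than these folds. Values for THEMIS2, MOGAT2 and BATF moved by less than 1.5-fold in every case. The spread of the 7 libraries could not be recovered at these levels.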

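For the 10 genes PCLO, IL6, ZNF804B, FAM186A, ANK2, MMRN1, XKR6, CYR61, FOXA1 and MUC17, the authors' deposited table gave 4-library means of 25.5 to 597 normalized counts, 7-library means of 0.0934 to 0.941, and adjusted p-values of 2.59e-06 to 0.0382. The 7-library means rested on very few reads. Over all 7 libraries together, 5 of the 10 genes had 1 read, 8 had 3 or fewer, and IL6 had the most with 10 reads, from 3 libraries. With 1 to 3 reads the fold is known only within wide counting limits. FOXA1 (XM_004376496.1) was 258-fold higher in the 4-library mean of the authors' deposited table, and the 95% Poisson interval of its single read in the 7 libraries alone allows 46.3-fold to 10199-fold. CYR61 (XM_004369119.1, CCN1 in the RefSeq table) was 274-fold higher in the authors' deposited table, with limits of 49.1-fold and 10806-fold from its single read. These intervals cover counting error only. The reads of the 4 libraries could be recovered for 6 of the 10 genes. In order of falling size factor (1.56, 1.03, 0.620 and 0.372) they were 0, 10, 104 and 51 for ZNF804B, 0, 14, 52 and 49 for FAM186A, 0, 2, 43 and 25 for XKR6, 1, 6, 36 and 14 for CYR61, and 3, 11, 55 and 12 for FOXA1. For FOXA1 each of the 4 libraries exceeded each of the 7 (exact two-sided permutation test, p = 0.00606, the smallest p that 4 against 7 libraries allow, and 0.0424 with Benjamini-Hochberg adjustment over the 7 named genes tested). The study had picked these genes for their folds in the same libraries, so the p-values describe the separation and are not an independent test. CYR61 gave an exact permutation p of 0.0121 (adjusted 0.0424). ZNF804B, FAM186A, MMRN1 and XKR6 each gave an exact permutation p of 0.0485 (adjusted 0.0566). Leaving out each of the 4 libraries in turn, the log2 ratio of ZNF804B (8.90) fell to 8.21 without the library of size factor 0.620, and that of FOXA1 (8.01) to 6.86 without the same library. Likewise without that library, XKR6 (8.15) came to 7.56 and CYR61 (8.10) to 7.30. FAM186A (8.79) came to 7.97 without the library of size factor 0.372. On the scale of log2(mean + 1), with a pseudocount of 1, the ratio of XKR6 was 4.99.

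**Figure D1:**
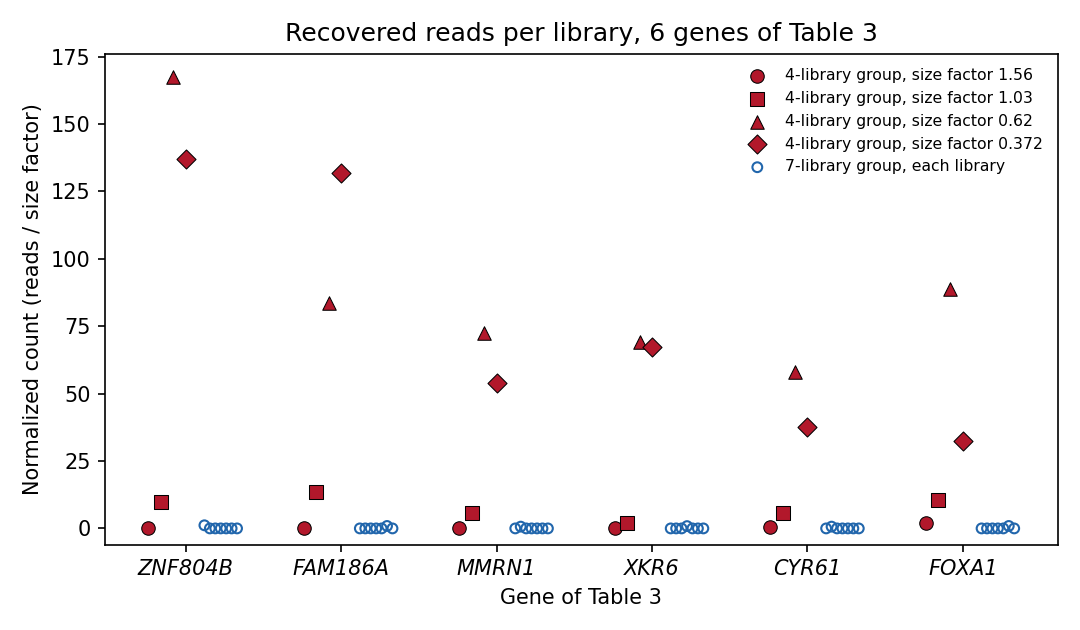
Normalized counts (reads divided by the size factor) of 6 genes in each of the 11 libraries, with filled symbols for the 4 libraries of the group the size of the red tide group and open circles for the 7 libraries of the group the size of the control group. The libraries of size factor 0.620 and 0.372 stand highest for each of the 6 genes, and the 7 libraries lie at or near 0.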

The ten downregulated genes with the maximum fold change are piccolo presynaptic cytomatrix protein (PCLO), Interleukin 6 (IL6), zinc finger protein 804B (ZNF804B), family with sequence similarity 1862C member A(FAM186A), ankryn 2C neuronal (ANK2), multimerin 1 (MMRN1), XK 2C Kell blood group complex subunit related family 2C member 6 (XKR6), cysteine-rich 2C angiogenic inducer 2C61 (CYR61), forkhead box A1 (FOXA1), mucin 17 2C cell surface associated (MUC17) (Table 3). Among these genes, two are involved in brain signaling, two are involved as transcriptional factors, and four are involved in the immune system.

**Table 2:** Top 10 upregulated genes of Florida manatees exposed to red tide as compared to the experimental control group.

Gene definition	Gene-symbol	e-value	Fold change	p-value	padj^a^
Osteoclast associated 2C immunoglobulin-like receptor	OSCAR	2.9E-133	12.82	2.0E-03	4.9E-02
Myotubularin related protein 2	MTMR2	0.0E+00	11.59	1.5E-05	1.5E-03
Transmembrane protein 56	TMEM56	1.0E-102	11.55	1.4E-07	3.6E-05
Thymocyte selection associated family member 2	THEMIS2	0.0E+00	10.41	4.1E-06	5.3E-04
Matrix metallopeptidase 9	MMP9	0.0E+00	9.97	1.8E-03	4.5E-02
Haptoglobin	HP	0.0E+00	9.73	1.3E-05	1.3E-03
Chemokine (C-X-C motif) receptor 2	CXCR2	0.0E+00	9.15	1.8E-08	5.6E-06
Chemokine (C-X-C motif) receptor 1	CXCR1	8.0E-174	8.71	7.5E-04	2.6E-02
Monoacylglycerol O-acyltransferase 2	MOGAT2	0.0E+00	8.07	3.3E-06	4.5E-04
Basic leucine zipper transcription factor 2C ATF-like	BATF	6.0E-64	7.70	3.2E-06	4.5E-04

^a^ p value adjusted for false discovery rate.

**Table 3:** Top 10 downregulated genes of Florida manatees exposed to red tide as compared to the experimental control group.

**Gene definition**	**Gene-symbol**	**e-value**	**Fold change**	**p-value**	**padj**^a^
Piccolo presynaptic cytomatrix protein	PCLO	0.0E+00	976.64	7.7E-06	8.7E-04
Interleukin 6	IL6	4.3E-82	635.18	7.0E-09	2.6E-06
Zinc finger protein 804B	ZNF804B	0.0E+00	476.32	3.7E-04	1.6E-02
Family with sequence similarity 186 2C member A	FAM186A	0.0E+00	443.25	3.0E-04	1.4E-02
Ankyrin 2%2C neuronal	ANK2	0.0E+00	403.51	2.5E-05	2.3E-03
Multimerin 1	MMRN1	0.0E+00	353.93	8.4E-04	2.7E-02
XK 2C Kell blood group complex subunit-related family 2C member 6	XKR6	0.0E+00	284.04	1.3E-03	3.6E-02
Cysteine-rich 2C angiogenic inducer 2C 61	CYR61	0.0E+00	273.58	1.1E-03	3.2E-02
Forkhead box A1	FOXA1	0.0E+00	258.22	1.4E-03	3.8E-02
Mucin 17 2C cell surface associated	MUC17	1.1E-118	244.01	1.3E-03	3.5E-02

^a^ p value adjusted for false discovery rate.

### Pathway analysis of cellular and disease processes

After comparing the red tide to the control group, the top 595 differentially expressed genes (both up and downregulated) were grouped into pathways involved in cellular and disease processes using PathwayStudio^™^. This program identifies relationships between genes and disease based on knowledge harvested from millions of published articles in PubMed and compares the genes that are differentially expressed in an experiment to the knowledgebase using Fisher’s exact test to derive a statistical inference. The cellular pathway with the most differentially expressed genes (DEGs) was the immune response pathway with 98 genes involved (p-value 3.8 X 10^−17^; Table 4; Fig 2). 

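Of the 98 immune response genes listed in S2 File, 76 had a row with their symbol in the authors' deposited table, 29 of the 36 listed as upregulated and 47 of the 62 listed as downregulated. All 76 had an authors' adjusted p under 0.05. All 29 genes listed as upregulated were higher in the 7-library mean, with a median log2 ratio of the 4-library over the 7-library mean of -1.94 in the authors' deposited table, and all 47 listed as downregulated were higher in the 4-library mean, with a median of 2.65. The genes higher in the 4-library mean thus made up 61.8% of the list. Among the other 395 genes with a symbol and an adjusted p under 0.05, 298 (75.4%) were higher in the 4-library mean, a larger share than in the list (two-sided Fisher's exact test, p = 0.0165). With both the list and the other genes restricted to an adjusted p under 0.01, 34 of 50 list genes (68.0%) and 159 of 200 others (79.5%) were higher in the 4-library mean, a difference not past the threshold with these fewer genes (Fisher's exact test, p = 0.0918). The study chose the list on these samples, so the comparison is not independent evidence.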

Many of the genes were downregulated (denoted in blue; Fig 2), suggesting immune suppression. Other cellular pathways of high significance in the top five included cell growth, proliferation, cycle and differentiation (Table 4). Additional cellular pathways related to the immune system that were classified as most affected included cytokine production, inflammatory response, immunity, leukocyte migration, macrophage differentiation, response to stress, innate immune response, and T-cell activation. Pathway Studio also allows one to query pathways related to disease processes (Table 5). The top pathway in this query was neoplasms, followed by inflammation in the 2^nd^ position, and wounds and injuries in the 4^th^ position. Interestingly, colitis was in the 20^th^ position in the list, and some of the manatees present with this ailment (M. Walsh, personal communication).

**Fig 2:**
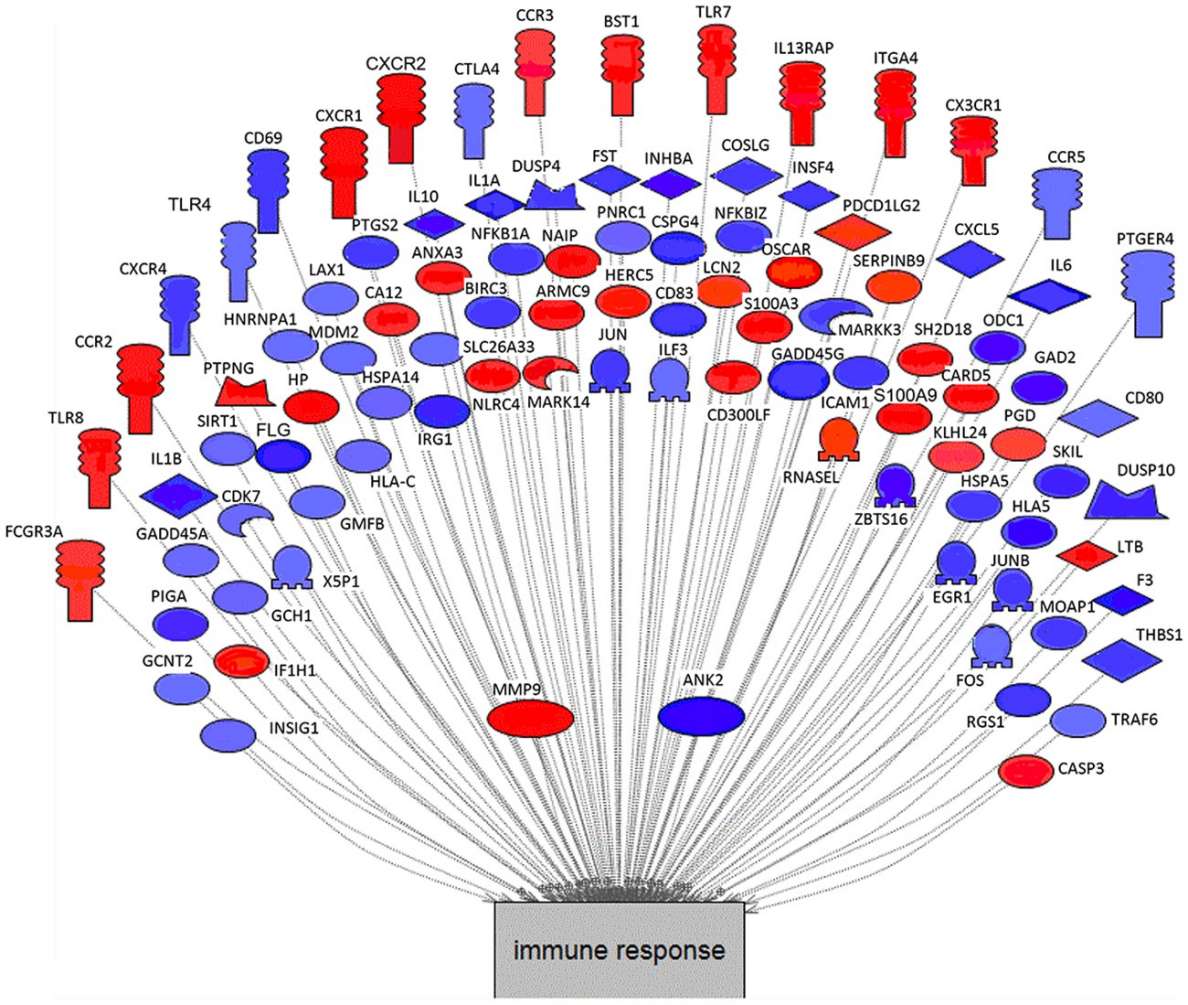
Subnetwork enrichment analysis performed using the software program PathwayStudio^™^ illustrating genes that were altered in white blood cells in relation to immune response in manatees affected by red tide compared to control manatees. Red indicates up-regulation and blue indicates down-regulation of gene expression. The intensity of the color is proportional to the degree of up or down-regulation. See S2 File for symbol definitions.

**Table 4:** Cellular process pathway analysis of genes differentially expressed in red tide and control Florida manatees. The number of overlapping genes between the experimental groups, percentage overlap, and significance of overlap (p-value) are given.

#	Gene Set Seed	Total # of Genes^a^	Overlapping Genes^b^	Percent Overlap (%)	p-value
1	Immune response	1791	98	5	3.57E-17
2	Cell growth	3729	155	4	1.74E-16
3	Cell proliferation	5831	207	3	1.51E-15
4	Cell cycle	3237	138	4	3.09E-15
5	Cell differentiation	5167	185	3	1.33E-13
6	Apoptosis	5546	194	3	1.89E-13
7	Cytokine production	1034	60	5	1.43E-11
8	Osteoclast formation	304	29	9	7.24E-11
9	Inflammatory response	1404	70	4	2.22E-10
10	Osteoclast differentiation	328	29	8	4.40E-10
11	DNA replication	1823	80	4	3.81E-09
12	Cell death	3381	124	3	4.96E-09
13	Immunity	1239	61	4	6.40E-09
14	Leukocyte migration	541	36	6	7.93E-09
15	Translation	1382	65	4	1.12E-08
16	Macrophage differentiation	210	21	9	1.44E-08
17	Response to stress	317	26	8	1.73E-08
18	Innate immune response	458	32	6	1.80E-08
19	T-cell activation	1018	52	5	3.02E-08
20	Vascularization	1958	81	4	4.22E-08

^a^ The total number of genes that belong to a particular pathway based on scanning pubmed.

^b^ The number of genes that are significantly altered in the red tide animals in the particular pathway.

**Table 5:** Disease pathway analysis of differentially expressed genes in red tide and control Florida manatees selected by subnetwork enrichment. The number of overlapping genes between the two groups, percentage overlap, and significance of overlap (p-value) are given.

#	Gene Set Seed	Total # of Genes	Overlapping Genes	Percent Overlap (%)	p-value
1	Neoplasms	4697	157	3	4.62E-16
2	Inflammation	2351	99	4	2.88E-15
3	Cancer	3014	111	3	3.35E-13
4	Wounds and Injuries	2035	85	4	9.07E-13
5	Ischemia	993	54	5	2.20E-12
6	Leukemia	821	48	5	3.48E-12
7	Arthritis, Rheumatoid	665	42	6	8.04E-12
8	Neoplasm Metastasis	1947	80	4	1.25E-11
9	Infection	1914	78	4	3.69E-11
10	Liver Neoplasms	818	46	5	3.90E-11
11	Asthma	787	44	5	1.32E-10
12	Brain Ischemia	532	35	6	1.74E-10
13	Arthritis	657	39	5	2.99E-10
14	Stomach Neoplasms	783	43	5	3.83E-10
15	Atherosclerosis	1179	55	4	4.72E-10
16	Lymphoma	497	33	6	4.75E-10
17	Lung Neoplasms	1060	51	4	7.86E-10
18	Intimal hyperplasia	332	26	7	1.21E-09
19	Skin Neoplasms	358	27	7	1.31E-09
20	Colitis	606	36	5	1.51E-09

^a^ The total number of genes that belong to a particular pathway based on scanning pubmed.

^b^ The number of genes that are significantly altered in the red tide animals in the particular pathway.

## Discussion

Brevetoxins are neurotoxins that primarily affect voltage-gated sodium channels in nerve cells [29]. While they can disrupt neurological processes, brevetoxins also can cause systemic organ failure in the liver and kidney in manatees and humans [7, 30]. There is also a primary response from the immune system to brevetoxins, with alterations in alveolar macrophages and in the brain, changes in lymphocytes and microglial cells [4]. The release of inflammatory mediators and initiation of apoptosis have also been observed, with these conditions leading to death [7].

While the manatee genome sequence is not completely annotated, we used it as a scaffold for Illumina reads and then annotated the genes by BLAST against the human genome. The analysis provided excellent annotation by comparing sequences with human homologs. This great similarity between manatee and human transcriptomes allowed us to use pathway analysis to identify pathways most likely affected by the exposures. Because manatees are mammals, it is reasonable to assume that many of the basic pathways described for other mammals likely operate in the same way in manatees; although manatees probably utilize species-specific pathways as well. Transcriptomics analysis of white blood cells in the current study provided molecular data to support previous gross pathology of red tide-affected manatees. Bossart et al [7] found that manatees that died from exposure to red tide toxins had multiorgan congestion, hemorrhage and edema, with the lung primarily affected. They also found large amounts of blood and other fluids oozing from cut surfaces. Microscopic examination by Bossart et al. showed brevetoxin in the macrophages and lymphocytes and general inflammation that may have resulted in a cytokine cascade of events leading to death. In short, their analysis of “neurointoxication, hemolytic anemia and immunologic compromise” was supported by this molecular data.

Among the cellular pathways that were most affected by brevetoxin exposure, immune response was the predominant pathway with a p-value of 3.6 X 10^−17^ (Table 4 and Fig 2). In the top 20 pathways, eight other pathways were also related to immune function and one was related to vascularization (Table 4). Linking gene expression changes to disease also identified many immune-related diseases including inflammation, wounds and injuries, infection, and colitis (Table 5). Significantly, colitis was identified as one of the gene expression pathways related to disease correlating with one of the clinical findings for manatees that were treated for red tide (M. Walsh, personal communication). Among the disease pathways, there are several gene expression changes relating to neoplasms (rapid growth of tissue, benign or cancerous), although neoplasms have not been documented in manatees killed by red tide. Outside of manatees, studies have linked brevetoxin exposure with DNA damage in Jurkat E6-1 cells [31, 32]. These cells are important multipotent cells in the immune system of humans, giving rise to both Th1 and Th2 type lymphocytes, and could be targets for further investigations for the effects of chronic exposure to red tide in manatees.

An in depth analysis of the immunoglobulin heavy chain locus in the manatee genome has shown that the Florida manatee has a limited number of segmental diversity compared to other mammals [33], raising the question about how well it can defend itself from opportunistic parasites. Breaux et al [33] have shown that the heavy chain locus can give rise to only 3,744 combinations from its 13 V segments, 48 D segments and 6 J segments. This is about half of the human repertoire (with 6,072 possible combinations) and about 14% of the elephant repertoire (possible 26,622 combinations). Yet, the manatee is thought to have a relatively strong immune system [34]. Potentially manatees rely more heavily on cell-mediated immunity, as suggested by Breaux et al [33]. While this question was out of the scope of the current project, it would be interesting to follow up this idea in subsequent experiments.

At the level of the individual gene changes in manatees, we observed changes in gene functions related to immune response (IL6, ZNF804B), leukocyte production and differentiation (MMP9, OSCAR), and neuronal activity and synapse (MTMR2, PCLO, ANK2). The most differentially expressed gene, piccolo presynaptic cytomatrix protein (PCLO), was downregulated (977-fold change; adjusted p-value, 9.0 X 10^−4^). 

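PCLO (XM_004381474.1) had a mean of 252 normalized counts over the 4 libraries and of 0.258 over the 7 libraries in the authors' deposited table. The 4-library mean was 977 times the 7-library mean, with an authors' adjusted p of 0.000872. The 7-library mean came from 2 reads in 1 of the 7 libraries, and none was found in the others. The 95% Poisson interval of those 2 reads allows a fold of 270 to 8064, counting error only. It takes the 2 reads as independent, and since reads were sequenced in pairs, it would be wider if both came from 1 fragment. ZNF804B, ANK2 and MUC17 likewise held their 2, 3 and 4 reads in 1 of the 7 libraries, while IL6 held 10 reads in 3 of them. Reads in the 7 libraries may therefore not be independent, and the interval may be too narrow. Since the 4-library mean of PCLO was too high for its reads to be recovered, its spread over the 4 libraries is not known. With 1 added to both means, the log2 ratio was 7.65 in place of 9.93.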

PCLO is associated with neuronal loss and synapse, neurotransmitter release, and cognitive dysfunction [35, 36]. 

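The osteoclast associated receptor gene OSCAR (XM_004381884.1) had a mean of 33.1 normalized counts over the 7 libraries and of 2.58 over the 4 libraries in the authors' deposited table, with an authors' adjusted p of 0.0485. This was the largest fold among the rows at an adjusted p under 0.05 that were higher in the 7-library mean. Its 4-library mean rested on 5 recovered reads, which were 1, 0, 1 and 3 in order of falling size factor. The log2 ratio of the 4-library over the 7-library mean was -3.68, and without the library of size factor 0.372 it was -5.46.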

The most upregulated gene, OSCAR (13-fold change; adjusted p-value, 4.9 X 10^−2^), is associated with both immunity and leukocyte activity. Lastly the MMP9 gene, which is associated with leukocyte migration, was upregulated (10-fold change; p-value, 4.5 X 10^−2^). 

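MMP9 (XM_004370553.1) had a mean of 762 normalized counts over the 7 libraries and of 76.5 over the 4 libraries in the authors' deposited table, with an authors' adjusted p of 0.0451. The recovered reads of the 4 libraries were 42, 90, 72 and 28 in order of falling size factor. The log2 ratio of the 4-library over the 7-library mean was -3.32, and it lay between -3.59 and -3.04 with each of the 4 libraries left out in turn.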

Functional information about each of the ten most up- or downregulated genes in mammals appears in the S1 File. In conclusion, many individual genes known to be involved in mammalian immune response, inflammation, and neurodegenerative processes were altered dramatically in the white blood samples of manatees and these may serve as biomarkers of exposure to red tide.

By examining the biomarker activity in manatees exposed to red tide, we can add to the growing body of research which continues to identify neurological impacts and the potential of DNA damage associated with exposure to harmful algal blooms in both animals and humans [31, 32, 37]. The biomarker activity manatees displayed following algal bloom exposures could be used to inform the epidemiological implications of these aquatic toxins on human health [30]. Future work will be required to develop sensitive and specific diagnostic assays using these biomarker genes, which would be useful for rapid identification of disease in manatees. Biomarker testing could also be used to help investigate unknown single-case manatee deaths [38].

Our control group was sampled during the annual manatee health assessments in Crystal River and Brevard County FL, two areas not impacted by the 2012–2013 red tide event. Because it is possible that manatees from the control group may have visited the area where the red tide occurred, we cannot be entirely certain the manatees in our group were free of any red tide exposure. However, the control manatees were distinct in their mRNA expression patterns compared to the red tide group. Additional limitations to the study were the low number of biological replicates and the inability to sample the tissues that are most targeted by red tide, including the lungs, liver, kidney and brain [7]. We were limited to white blood cells and their changes in gene expression and thus, validation of the potential biomarkers will require more in-depth studies.

Two of the red tide samples (#16 and #17) were collected from manatees within 24 hours of their arrival at ZooTampa for rehabilitation and two (#13 and #14) were collected from manatees after they received a one-week course of treatment for red tide-related illnesses at the Zoo. As expected, the two groups showed minimal separation from each other in the heat map (Fig 1), with the two manatees in early recovery grouping more closely together. The manatees that had received treatment for a week at ZooTampa before they were sampled showed the same differentially regulated genes when compared to manatees that were sampled immediately upon arrival, but the intensity of the change was smaller. All four of the red tide manatees grouped together as a larger group and were distinct from the controls.

## Conclusion

Gene expression changes related to immune response, neurodegenerative processes, and inflammation were the most prominent observations in our study in response to brevetoxin exposure. This aligns with the research findings of other studies which showed that the health effects of red tide exposures are not only gastrointestinal and respiratory, but neurological as well, which is emerging as an increasing concern [4, 37]. Additional research should be done to study the long-term health effects of algal toxin exposures on animals and humans beyond their acute effects. Detecting these and other variations in manatee gene expression profiles can aid researchers in their efforts to further understand the health effects of red tide toxins on manatee health and continually improve manatee rehabilitation practices and the treatment of red tide-related illnesses.

## Supporting information

S1 Table Information about sequenced samples. (DOCX) Click here for additional data file.

S2 Table Quality control results of the RNAseq analysis. (DOCX) Click here for additional data file.

S3 Table Top 50 upregulated genes of Florida manatees exposed to red tide. (DOCX) Click here for additional data file.

S4 Table Top 50 downregulated genes of Florida manatees exposed to red tide. (DOCX) Click here for additional data file.

S1 File Gene function for the ten most upregulated and ten most down-regulated genes in the transcriptomics experiment. (DOCX) Click here for additional data file.

S2 File Symbol definitions for Fig 2. (DOCX) Click here for additional data file.

# Supplementary material for: Investigating the gene expression profiles of rehabilitated Florida manatees (Trichechus manatus latirostris) following red tide exposure
**Source:** PLoS One. 2020 Jul 2;15(7):e0234150. doi: 10.1371/journal.pone.0234150
**Supplement:** S1 Table

Supplemental Table 1. Information About Sequenced Samples (n=11)

| Sample group | Sample name | Date of collection | Gender | Health notes | RIN^a^ |
| --- | --- | --- | --- | --- | --- |
| Red tide | RSW 1307 (16) | 3/13/2013 | M | Brevetoxin 4 ng/ml | 8.7 |
| Red tide | RSW 1310 (17) | 2/28/2013 | M | No brevetoxin data | 9.4 |
| Red tide | 103030 (13) | 11/6/2012 | M | Brevetoxin 9 ng/ml | 8.6 |
| Red tide | RSW 1302 (103054) (14) | 2/1/2013 | F | Brevetoxin 4 ng/ml | 7.6 |
| Control | CBC-13-05 (9) | 12/10/2013 | M | Excellent condition | 8.2 |
| Control | CBC-13-02 (12) | 12/10/2013 | M | Excellent condition/high SAA | 8.7 |
| Control | 103150 (8) | 6/21/2014 | F | Pneumonia case | 9.3 |
| Control | CCR13-14 (1) | 12/4/2013 | M | Excellent condition | 8.5 |
| Control | CCR13-19 (7) | 12/4/2013 | M | Excellent condition | 7.3 |
| Control | CCR13-10 (10) | 12/3/2013 | M | Excellent condition | 5.9 |
| Control | CCR-13-21 (11) | 12/4/2013 | M | Excellent condition | 8.6 |

^a^RIN, RNA integrity number

# Supplementary material for: Investigating the gene expression profiles of rehabilitated Florida manatees (Trichechus manatus latirostris) following red tide exposure
**Source:** PLoS One. 2020 Jul 2;15(7):e0234150. doi: 10.1371/journal.pone.0234150
**Supplement:** S2 Table

Supplemental Table 2. Quality Control Results of the RNA-seq analysis

GC%: percentage of guanine-cytosine nucleotides

N % content: ambiguous base calls

K-mers: ‘strings’ or combinations of short stretches of DNA which are overrepresented in the transcriptome.

# Supplementary material for: Investigating the gene expression profiles of rehabilitated Florida manatees (Trichechus manatus latirostris) following red tide exposure
**Source:** PLoS One. 2020 Jul 2;15(7):e0234150. doi: 10.1371/journal.pone.0234150
**Supplement:** S3 Table

Supplemental Table 3. Top 50 Upregulated Genes of Florida Manatees Exposed to Red Tide

# Supplementary material for: Investigating the gene expression profiles of rehabilitated Florida manatees (Trichechus manatus latirostris) following red tide exposure
**Source:** PLoS One. 2020 Jul 2;15(7):e0234150. doi: 10.1371/journal.pone.0234150
**Supplement:** S4 Table

Supplemental Table 4. Top 50 Downregulated Genes of Florida Manatees Exposed to Red Tide

# Supplementary material for: Investigating the gene expression profiles of rehabilitated Florida manatees (Trichechus manatus latirostris) following red tide exposure
**Source:** PLoS One. 2020 Jul 2;15(7):e0234150. doi: 10.1371/journal.pone.0234150
**Supplement:** S1 File

S1 File. Gene Function for the Ten Most Up-regulated and Ten Most Down-regulated Genes in the Transcriptomics Experiment.

*Up-regulated genes and their functions*

The **osteoclast associated, immunoglobulin-like receptor (OSCAR)** gene (up-regulated by a factor of 12-fold) is a member of the leukocyte receptor complex which performs several functions including bone homeostasis and re-absorption (1). It initiates immune response and maintains a role in adaptive and innate immunity (2).

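CXCR2 (XM_004376303.1) and CXCR1 (XM_004376304.1) are paralogs, and the authors kept uniquely mapped reads only. In the authors' deposited table CXCR2 had a mean of 598 normalized counts over the 7 libraries and of 65.4 over the 4 libraries, and CXCR1 had means of 383 and 44.0. The library of size factor 0.620 held 104 of the CXCR2 reads and 76 of the CXCR1 reads recovered in the 4 libraries, while the other libraries held 16 to 39 reads of CXCR2 and 4 to 34 of CXCR1. Without that library the log2 ratio of the 4-library over the 7-library mean moved from -3.19 to -4.26 for CXCR2 and from -3.12 to -4.43 for CXCR1.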

**Chemokine (C-X-C motif) receptor 2 (CXCR2)** and **Chemokine (C-X-C motif) receptor 1 (CXCR1)** (both up-regulated by a factor of 9-fold), are receptors for IL8, also involved in the immune response (3). These findings suggest that the immune system of manatees exposed to red tide is trying to mount an immune response to red tide toxins.

The **thymocyte selection associated family member 2 (THEMIS2)** gene supports the production of tumor necrosis factor (TNFα) and thymocyte development (4). Themis2 protein acts on macrophages and signals pathway specific effects on toll like receptors (5). Themis2 protein is a known tumor angiogenic factor, which is increased drastically in inflammatory cells and allergic and inflammatory lung disease (6).

**Matrix metallopeptidase 9 (gelatinase B, 92kDa gelatinase, 92kDa type IV collagenase) (MMP9)** is thought to assist extracellular matrix proteolysis and leukocyte migration (7). In addition, the protein encoded by MMP9 degrades fibronectin and is potentially involved in osteoclastic resorption in bone. **Transmembrane protein 56-like (TMEM56)** (up-regulated by a factor of 11-fold) is an integral membrane protein whose upregulation was associated with hypertension and an increased likelihood of having coronary heart disease (CHD) in a previous gene expression study (8).

**Myotubularin related protein 2, transcript variant 2 (MTMR2)** is involved in phosphatase activity (9). MTMR2 is located in motor and sensory neurons and Schwann cells, which are sites where myelin is formed (10). MTMR2 is thought to have a role in enhancing peripheral nerve functioning (9). Changes in these types of genes suggests a direct effect of brevetoxins on the nervous system, which is consistent with the findings of a previous study that showed the brevetoxins bind with high affinity to brain synaptosomes (11).

**The gene stimulator of chondrogenesis 1 (SCRG1)** (up-regulated by 7-fold) is also involved in neurodegenerative changes (12) and may be responding to brevetoxins.

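SCRG1 (XM_004388956.1, named through S3 Table) had a mean of 36.2 normalized counts over the 7 libraries and of 4.99 over the 4 libraries in the authors' deposited table, with an authors' adjusted p of 0.0229. Its recovered reads in the 4 libraries were 2, 12, 1 and 2 in order of falling size factor. Without the library that held 12 of them, the log2 ratio of the 4-library over the 7-library mean moved from -2.86 to -3.71.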

**Complement component 1 2C r subcomponent-like (C1RL),** a gene involved in the complement cascade, innate immune response, and cleavage of prohaptoglobin to its active form in the endoplasmic reticulum (13) was up-regulated by 4.7-fold. **Haptoglobin (HP)** is an acute phase protein (up-regulated 9.7-fold in this study) that supports inflammation and T cell immune response (14). It binds free hemoglobin, prevents iron loss, and performs antibacterial activity (15). 

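C1RL (XM_004387270.1) and HP (XM_004387832.1) were named through S3 Table, since the RefSeq table gave no symbol for their records. C1RL had a mean of 180 normalized counts over the 7 libraries and of 38.5 over the 4 libraries in the authors' deposited table, with an authors' adjusted p of 0.000659. Its log2 ratio of the 4-library over the 7-library mean was -2.22, and it stayed between -2.61 and -1.91 with each of the 4 libraries left out in turn. HP had means of 3355 and 345 in the authors' deposited table, with an authors' adjusted p of 0.00131, and both means were too high for the reads of single libraries to be recovered.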

While complement cascade and acute phase proteins are typically increased during inflammation, several genes are typically down-regulated during an acute phase response.

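TTR (XM_004386903.1) was close to the limit of detection. The authors' deposited table gave a mean of 1.35 normalized counts over the 4 libraries and of 0.731 over the 7 libraries, with a p-value and an adjusted p of 1. The recovered reads were 2 in a single library of the 4 and 6 in a single library of the 7 (exact two-sided permutation test, p = 0.727). A difference in TTR RNA between the groups was not detectable from so few reads, and the protein was not examined here.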

**Transthyretin (TTR)** is an acute phase protein encoded in a gene, which is typically down-regulated during immune response and inflammation. These findings were similar to results seen in a separate proteomics survey performed by several of the authors of this study using the same manatee samples where increased acute phase complement cascade proteins C3 and C4-A were also increased while TTR was decreased (16). These results were consistent with other studies of the positive and negative acute phase gene profiles associated with inflammation, immune response, and trauma (17).

*Down-regulated genes and their functions*

**The gene piccolo presynaptic cytomatrix protein (PCLO)** is associated with cognitive functioning and neurotransmitter release (18). In a previous study, PCLO absence was associated with neuronal loss and neuron synapse dysfunction (19). This finding is compatible with the known health effects associated with brevetoxins which have shown a neurotoxic effect in previous studies (20).

**Interleukin 6 (IL6)** encodes proteins involved in acute phase response, inflammation, and autoimmune response (21). This is compatible with previous studies, which showed that brevetoxins have immunosuppressant properties (22). Past research has shown that manatees experienced immune impairment following red tide exposures and this immune impairment places them at a greater risk of developing severe red tide illness (22-24).

**The zinc finger protein 804B (ZNF804B)** gene is involved in neuronal chemokine and cytokine regulation, autoimmune response, and immune activation (25).

The function of the encoded protein for the gene **Family with sequence similarity 186, member A (FAM186A)** is currently not known.

The **ankyrin 2, neuronal, transcript variant 1 (ANK2)** gene is associated with the stability of neuron synapses and is expressed in neuronal regions (26). In a study of neuromuscular junction (NMJs), ANK2 was recognized as one of the mutated genes identified in areas of instability (26). Lack of the ANK gene is related to synaptic microtubule dysfunction (26).

The **multimerin 1 (MMRN1)** gene is associated with bleeding disorders. It is expressed in endothelium and platelets (27). The down-regulated gene expression of MMRN1 is compatible with the potential hemolytic effect of brevetoxins, which has led to hemorrhaging in manatees during past red tide episodes (22, 28).

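MMRN1 (XM_004389013.1) had a mean of 33.0 normalized counts over the 4 libraries in the authors' deposited table, and its 7-library mean was worth 1 read in 1 library. The fold of the 4-library over the 7-library mean was 354, and the 95% Poisson interval of that single read allows 63.5-fold to 13980-fold, counting error only. The reads in the 4 libraries were 0, 6, 45 and 20 in order of falling size factor. Without the library that held 45 of them the log2 ratio moved from 8.47 to 7.73.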

The **XK, Kell blood group complex subunit-related family, member 6 (XKR6)** gene is thought to have a role in immune function. The XKR6 gene was down-regulated in persons with eosinophilic esophagitis (EoE), a type of tissue-specific severe allergic sensitivity to certain foods (29). EoE produces an allergic reaction, which includes inflammation and causes the esophagus to swell. This condition is often seen in humans with allergies, eczema, and asthma (29).

The **cysteine-rich, angiogenic inducer, 61 (CYR61)** promotes endothelial cells adhesion. It’s down-regulation was associated with leiomyoma tumors or smooth muscle neoplasms and nonsmall cell lung cancers in previous studies (30).

**Forkhead box A1 (FOXA1)** gene deficiencies are associated with a disruption of albumin and transthyretin liver markers (31). In this study, transthyretin was down-regulated and confirmed through Western blot.

References:

1. Kim N, Takami M, Rho J, Josien R, Choi Y. A novel member of the leukocyte receptor complex regulates osteoclast differentiation. The Journal of experimental medicine. 2002;195(2):201-9.

2. Merck E, Gaillard C, Gorman DM, Montero-Julian F, Durand I, Zurawski SM, et al. OSCAR is an FcRgamma-associated receptor that is expressed by myeloid cells and is involved in antigen presentation and activation of human dendritic cells. Blood. 2004;104(5):1386-95.

3. Xu L, Kelvin DJ, Ye GQ, Taub DD, Ben-Baruch A, Oppenheim JJ, et al. Modulation of IL-8 receptor expression on purified human T lymphocytes is associated with changed chemotactic responses to IL-8. J Leukoc Biol. 1995;57(2):335-42.

4. Fu G, Rybakin V, Brzostek J, Paster W, Acuto O, Gascoigne NR. Fine-tuning T cell receptor signaling to control T cell development. Trends in immunology. 2014;35(7):311-8.

5. Peirce MJ, Brook M, Morrice N, Snelgrove R, Begum S, Lanfrancotti A, et al. Themis2/ICB1 is a signaling scaffold that selectively regulates macrophage Toll-like receptor signaling and cytokine production. PloS one. 2010;5(7):e11465.

6. Corry DB, Kiss A, Song LZ, Song L, Xu J, Lee SH, et al. Overlapping and independent contributions of MMP2 and MMP9 to lung allergic inflammatory cell egression through decreased CC chemokines. FASEB journal : official publication of the Federation of American Societies for Experimental Biology. 2004;18(9):995-7.

7. Tschesche H, Knäuper V, Krämer S, Michaelis J, Oberhoff R, Reinke H. Latent collagenase and gelatinase from human neutrophils and their activation. Matrix (Stuttgart, Germany). 1991;Supplement 1:245-55.

8. Joehanes R, Ying S, Huan T, Johnson AD, Raghavachari N, Wang R, et al. Gene expression signatures of coronary heart disease. Arterioscler Thromb Vasc Biol. 2013;33(6):1418-26.

9. Berger P, Bonneick S, Willi S, Wymann M, Suter U. Loss of phosphatase activity in myotubularin-related protein 2 is associated with Charcot-Marie-Tooth disease type 4B1. Human molecular genetics. 2002;11(13):1569-79.

10. Previtali SC, Zerega B, Sherman DL, Brophy PJ, Dina G, King RH, et al. Myotubularin-related 2 protein phosphatase and neurofilament light chain protein, both mutated in CMT neuropathies, interact in peripheral nerve. Human molecular genetics. 2003;12(14):1713-23.

11. Trainer VL, Baden DG. High affinity binding of red tide neurotoxins to marine mammal brain. Aquatic Toxicology. 1999;46(2):139-48.

12. Dandoy-Dron F, Griffond B, Mishal Z, Tovey MG, Dron M. Scrg1, a novel protein of the CNS is targeted to the large dense-core vesicles in neuronal cells. Eur J Neurosci. 2003;18(9):2449-59.

13. Wicher KB, Fries E. Prohaptoglobin is proteolytically cleaved in the endoplasmic reticulum by the complement C1r-like protein. Proceedings of the National Academy of Sciences of the United States of America. 2004;101(40):14390-5.

14. Wicher KB, Fries E. Haptoglobin, a hemoglobin-binding plasma protein, is present in bony fish and mammals but not in frog and chicken. Proceedings of the National Academy of Sciences of the United States of America. 2006;103(11):4168-73.

15. Langlois MR, Delanghe JR. Biological and clinical significance of haptoglobin polymorphism in humans. Clinical chemistry. 1996;42(10):1589-600.

16. Lazensky R, Walsh M, Chen S, Hunter M, Larkin I, Silva-Sanchez C, et al. Investigating an Increase in Florida Manatee (Trichechus Manatus Latirostris) Mortalities in 2013 Using a Proteomic Analysis. In preparation. 2019.

17. Gulhar R, Jialal I. Physiology, Acute Phase Reactants. StatPearls. Treasure Island (FL)2019.

18. Fenster SD, Garner CC. Gene structure and genetic localization of the PCLO gene encoding the presynaptic active zone protein Piccolo. International journal of developmental neuroscience : the official journal of the International Society for Developmental Neuroscience. 2002;20(3-5):161-71.

19. Ahmed MY, Chioza BA, Rajab A, Schmitz-Abe K, Al-Khayat A, Al-Turki S, et al. Loss of PCLO function underlies pontocerebellar hypoplasia type III. Neurology. 2015;84(17):1745-50.

20. Kirkpatrick B, Fleming LE, Squicciarini D, Backer LC, Clark R, Abraham W, et al. Literature Review of Florida Red Tide: Implications for Human Health Effects. Harmful Algae. 2004;3(2):99-115.

21. Kopf M, Baumann H, Freer G, Freudenberg M, Lamers M, Kishimoto T, et al. Impaired immune and acute-phase responses in interleukin-6-deficient mice. Nature. 1994;368(6469):339-42.

22. Bossart GD, Baden DG, Ewing RY, Roberts B, Wright SD. Brevetoxicosis in manatees (Trichechus manatus latirostris) from the 1996 epizootic: gross, histologic, and immunohistochemical features. Toxicologic pathology. 1998;26(2):276-82.

23. Walsh CJ, Butawan M, Yordy J, Ball R, Flewelling L, de Wit M, et al. Sublethal red tide toxin exposure in free-ranging manatees (Trichechus manatus) affects the immune system through reduced lymphocyte proliferation responses, inflammation, and oxidative stress. Aquat Toxicol. 2015;161:73-84.

24. Walsh CJ, Luer CA, Noyes DR. Effects of environmental stressors on lymphocyte proliferation in Florida manatees, Trichechus manatus latirostris. Veterinary immunology and immunopathology. 2005;103(3-4):247-56.

25. Chen J, Lin M, Hrabovsky A, Pedrosa E, Dean J, Jain S, et al. ZNF804A Transcriptional Networks in Differentiating Neurons Derived from Induced Pluripotent Stem Cells of Human Origin. PloS one. 2015;10(4):e0124597.

26. Koch I, Schwarz H, Beuchle D, Goellner B, Langegger M, Aberle H. Drosophila ankyrin 2 is required for synaptic stability. Neuron. 2008;58(2):210-22.

27. Hayward CP, Cramer EM, Song Z, Zheng S, Fung R, Masse JM, et al. Studies of multimerin in human endothelial cells. Blood. 1998;91(4):1304-17.

28. Jessup DA, Miller MA, Ryan JP, Nevins HM, Kerkering HA, Mekebri A, et al. Mass stranding of marine birds caused by a surfactant-producing red tide. PloS one. 2009;4(2):e4550.

29. Kottyan LC, Davis BP, Sherrill JD, Liu K, Rochman M, Kaufman K, et al. Genome-wide association analysis of eosinophilic esophagitis provides insight into the tissue specificity of this allergic disease. Nat Genet. 2014;46(8):895-900.

30. Sampath D, Zhu Y, Winneker RC, Zhang Z. Aberrant expression of Cyr61, a member of the CCN (CTGF/Cyr61/Cef10/NOVH) family, and dysregulation by 17 beta-estradiol and basic fibroblast growth factor in human uterine leiomyomas. The Journal of clinical endocrinology and metabolism. 2001;86(4):1707-15.

31. Lee CS, Friedman JR, Fulmer JT, Kaestner KH. The initiation of liver development is dependent on Foxa transcription factors. Nature. 2005;435(7044):944-7.

# Supplementary material for: Investigating the gene expression profiles of rehabilitated Florida manatees (Trichechus manatus latirostris) following red tide exposure
**Source:** PLoS One. 2020 Jul 2;15(7):e0234150. doi: 10.1371/journal.pone.0234150
**Supplement:** S2 File

Symbols:

How the deposited data were processed for this re-analysis (not part of the article)

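Buffy coat RNA of 4 red tide and 7 control manatees was measured by RNA-seq. Group and sampling place of each sample were taken from the sample labels and Table 1; the labels do not give the animal, apart from the 1 control sampled at ZooTampa.

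The authors removed low quality reads with Cutadapt, mapped the rest to the TriManLat1.0 assembly with Bowtie2, removed duplicates, kept uniquely mapped reads and counted them per gene sequence; the annotation release and the counting program are not given in the sources used here. The authors compared the groups with DESeq in the DEB tool, which also offers edgeR. The authors' deposited table holds a signal, the mean of counts divided by DESeq size factors, over all libraries and in each group. The authors made the fold change, a ratio, by dividing the second group mean by the first. The authors took the log2 of that ratio for the log2 fold change. The authors computed each p-value and adjusted p-value with DESeq. The table has no column of a single sample, so a test of counts per sample, which had been planned first, was not possible, and the design fixed for that case was used: the authors' p-values and adjusted p-values were tallied and no new test of single genes was made on the group means. For storage, the paper describes freezing at once for the red tide group and, for each animal, RNAlater; the sample labels describe RNAlater only.

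The groups of the table were identified from the weights of the group means in the overall mean, which are 4 and 7 of 11 in all 15298 rows. What 1 read of each library is worth in its group mean was found from the lowest means, from the smallest value upward, and refined by least squares. The reads of each library were then searched for every row with a 4-library mean of up to 80 or a 7-library mean of up to 6, and kept where a single combination of whole reads fitted. The procedure was tested on simulated data: in 1500 simulated genes per group, 99.3% of the means of 4 libraries and 99.5% of the means of 7 libraries gave a single combination, and 100% of these were the true reads. Normalized counts of single libraries are recovered reads divided by the size factor. A mean of up to 6 over the 7 libraries corresponds to weakly expressed genes, so values of all 11 libraries exist for such genes only. The median size factor was 0.824 in the 4-library group and 1.17 in the 7-library group, and the largest was 4.66 times the smallest.

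Records were matched to the RefSeq gene table of TriManLat1.0 by transcript record; 1658 rows matched with the version number and 10080 without it. The genes of S3 and S4 Tables were matched by fold change and p-value, which gave 1 row for each of the 50 and 50 genes. The name differed from the RefSeq symbol of the row for 6 genes of S3 Table and 10 of S4 Table. Names from these tables were used, also in place of a RefSeq symbol, for named genes and for the immune response list. They were likewise used for the count of different symbols at an adjusted p under 0.05, but not for the gene lists. The gene lists had at first also used them; this was dropped after the result had been seen, because those genes carry a name only for having been picked by the study, which raised the median of the list of other tissues.

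The genes named are those of Tables 2 and 3, SCRG1, C1RL and TTR, the 5 genes with the smallest adjusted p in each direction and the gene with the largest fold in each direction, 32 in all. This rule was fixed before the data were examined, when the values in the paper's tables had been seen. Tests were two-sided. They were Fisher's exact test for the immune response list, an exact permutation test over all 330 splits of 11 libraries for the 7 named genes with recovered reads in every library, and 95% Poisson intervals for genes with 1 to 3 reads. Lists of neutrophil, monocyte, T cell, B cell, NK cell, erythroid, platelet, immediate early and NF-kB, interferon, ribosomal protein and neuron genes and of genes not expressed in leukocytes were written before the data were examined but after the paper's tables had been read. The median log2 ratio of each list with at least 5 genes was set against 10000 random lists matched on mean expression in 50 bins, as a description of these libraries. The alternatives concerned the adjustment, the thresholds, low means, unique symbols, the background and centring of the lists, and a pseudocount of 1. The tests of weak genes and of single libraries, the fold threshold of 4, and the immune response list with both sides at an adjusted p under 0.01, were added after the data had been seen. The number of per-sample columns left unused was 0.

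Sample clustering and the comparison of animals sampled on arrival with animals sampled after a week are not reported, because single libraries are known only for weakly expressed genes and are not linked to animals. Before this was decided, libraries were clustered in a trial on weakly expressed genes, by correlation and by Euclidean distance; in it the 4 libraries did not form a group of their own. It was set aside because the limit on the group mean can lower correlations among the 4 libraries. This was examined afterwards, with the reads of each library shuffled over genes 100 times. Rows with a mean of at most 5 then gave a mean Pearson r of -0.144 among the 4 libraries and of -0.00701 among the 7. The unshuffled rows gave -0.0358 and 0.211, and 0.102 between libraries of different groups. The shuffled rows were 9632 with 4-library means of up to 80 and 4449 with 7-library means of up to 6. A limit of 5 cuts the first set harder, and shuffling removes the level that libraries share for a gene. The -0.144 therefore does not give the size of the effect in the unshuffled rows, and the groups cannot be compared by it. The limit was not shown to account for the whole of the trial's outcome. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.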

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

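The tests reported in this part were chosen after the result they bear on had been seen, except the medians of the gene lists and their percentiles, which were planned. An outlying library was looked for in 22 groups of values. It was found in 2 of them, where chance alone gives about 1 in 20.

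The first outlying value concerned weakly expressed genes, taken as the 2685 rows with a mean of at most 5 in both groups. The normalized reads summed over these genes were 5527 in 1 of the 7 libraries and 2978 to 3665 in the other 6, and the gap to the nearest library was 0.73 of the whole range. That library has a size factor of 1.105; the one at 1.107 had 3479. In the 4-library group the sums were 3699 and 3811 at size factors of 1.56 and 1.03, and 7277 and 6914 at 0.620 and 0.372. A technical explanation is that libraries with fewer counted reads carry relatively more background. Over the 7 libraries Spearman's rho of size factor and summed reads was -0.893 (exact permutation p = 0.0123) and Pearson's r was -0.396 (exact permutation p = 0.294), with r at -0.563 once the 2 libraries farthest from the median size factor were left out. The outlying library has a middling size factor, and the library of the 7 nearest in size factor to 0.620, at 0.702, had 3665 against 7277, which goes against background. It is a single library, and none of the 7 is as low as 0.372, so background and a difference between the groups cannot be told apart for these genes. The rule that both correlations had to pass was set after their values had been seen; by rho alone the explanation would have been kept. A biological difference between the animals was not tested, since the libraries are not linked to animals.

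The second outlying value was ARL11 in the 4-library group. Its reads were 24, 7, 44 and 2 in order of falling size factor, and the gap of the highest library to the next was 0.847 of the range. Without that library, the one of size factor 0.620, the log2 ratio of the 4-library over the 7-library mean moved from -2.80 to -4.22. The same library was the highest for CXCR2 and CXCR1, whose gaps of 0.805 and 0.792 were not large enough to count. No explanation was tested for it.

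Genes the paper does not discuss as a group also stood out. The median log2 ratio of the 4-library over the 7-library mean was 3.14 for the list of immediate early and NF-kB genes, with 29 of 29 rows above 0 and 17 rows at an authors' adjusted p under 0.05, all higher in the 4-library mean. All rows of the table had a median of 0.14, and random lists of the same size lay between -0.262 and 0.398 in their middle 95%. For 8 of the 8 list rows with recovered reads (100%), the fold stayed above 1 without the highest of the 4 libraries. These rows had 21.7%, 18.0%, 34.6% and 25.6% of their normalized reads in the libraries of size factor 1.56, 1.03, 0.620 and 0.372, and their median log2 ratio of 2.87 stayed between 2.22 and 3.24 with each library left out in turn, so a single library does not carry the rise in these 8 rows. The other 21 rows had 4-library means too high for reads to be recovered. The authors called 16 of them, with a median adjusted p of 2.32e-05 and a largest of 0.0303. Their test called fewer rows the larger the share of the highest library was: among 295 rows with a 4-library mean of 20 to 80 and a fold of at least 4, it called 44.4%, 16.3% and 8.16% from the third with the lowest shares to the third with the highest. The 16 rows have 4-library means above that range, so the relation was not measured for them. The third with the highest shares also still held called rows. A single library is therefore not excluded as the carrier of those 16 rows. For the 5 rows not called, a single library as the carrier of the group mean cannot be told apart from a rise in all 4. Date of collection went with the group for every animal, place of collection for all but the control from ZooTampa, and the paper describes a form of storage for the red tide group alone, so for these 17 rows handling and red tide illness cannot be told apart. A response of the animals to illness, capture or treatment stays open.

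The platelet list had a median log2 ratio of 1.87 over 8 rows, above the middle 95% of matched random lists (-0.532 to 0.739), with 1 row, from S4 Table, at an adjusted p under 0.05. Of the 5 rows with recovered reads, 3 (60%) stayed above the 7-library mean without the highest of the 4 libraries, and the library of size factor 0.620 held 57.4% of the normalized reads of these rows. Whether a single library carries this median cannot be told apart from a rise in all 4, because only 5 rows could be examined.

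The ribosomal protein list had a median log2 ratio of 0.399 over 33 rows, 0.26 relative to the median of all rows, with no row at an adjusted p under 0.05. It lay at the 98.8th percentile of matched random lists and at the 88.2nd of unmatched ones. Collection and storage are tied to the group here too, and cannot be told apart from a biological difference.

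The neuron list had a median log2 ratio of 4.15 over 14 rows, and the list of other genes not expressed in leukocytes one of 3.31 over 12 rows. Both lay above the middle 95% of random lists matched on mean expression, but 5 and 4 of their rows belong to S4 Table, which the study picked from these libraries. With those rows left out, and with random lists matched on the 7-library mean, the medians were 2.27 for the neuron list (percentile 95.95) and 1.64 for the other list (percentile 99.59), where the random lists themselves had medians of 1.06 and 0.331. In the 11 neuron rows with recovered reads, the library of size factor 1.56 held 2.29% of the normalized reads and those of 0.620 and 0.372 held 55.6% and 34.7%. The most abundant neuron gene of the 7-library group, STMN2, had means of 150 and 114 normalized counts in the authors' deposited table, a log2 ratio of 0.39. A candidate explanation is a background of reads on silent genes in the libraries with low size factors, and another is RNA of other cells in those samples. Since these lists hold few rows beyond the study's own picks, neither can be told apart from a response of the animals.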

How the results depend on the processing

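The alternatives were set before the data were examined, except the fold threshold of 4, the immune response list with both sides at an adjusted p under 0.01, the matching on the 7-library mean and the recovered reads with libraries left out, which were added afterwards. The number of rows at an adjusted p under 0.05 in the authors' deposited table, 592, with 430 higher in the 4-library mean and 162 higher in the 7-library mean, stayed within 1.5 times when the adjustment was recomputed over the rows of the table (566) or over rows with a mean of at least 10 (630), when unique symbols were counted (471), when a fold of at least 2 was required (586) and when a mean of at least 10 in one of the groups was required (592, which removed no row). The count of symbols covers only the 474 of the 592 rows that had one, so it mostly reflects missing names. The threshold moved the number of rows more. At an adjusted p under 0.01 there were 310 rows, 242 higher in the 4-library mean and 68 higher in the 7-library mean. At an adjusted p under 0.2 with p under 0.05 there were 1487 rows, 960 and 527. With a fold of at least 4 added there were 257 rows, 199 and 58. Fewer or more rows follow from the thresholds themselves. Centring on the median of all rows, a log2 ratio of 0.14, changed the direction of none of the 592 rows. Of these, 586 had a fold of at least 2, too large for such a shift to reverse.

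The share of immune response genes higher in the 4-library mean was 61.8%, below the share among the other called genes (Fisher's exact test, p = 0.0165). It remained below with a background of genes with a mean of at least 10 (59.7%, Fisher's exact test, p = 0.0147). Centring left every count of the test as it was, so it adds no check. With only list genes at an adjusted p under 0.01, set against the other genes at 0.05, the share was 68.0% (Fisher's exact test, p = 0.3). That comparison has unlike sides. With both sides at 0.01 it was 68.0% against 79.5% and also no longer past the threshold (Fisher's exact test, p = 0.0918), over 50 list genes in place of 76 and 200 others in place of 395.

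Over 10 gene lists and 40 alternatives, 38 kept the direction and stayed on the same side of the limits of the middle 95% of random lists. The T cell list, near 0 throughout, changed sign on centring, from 0.07298 to -0.0668. Centring shifts each list and its random lists alike. For all 10 lists it therefore could not change the position relative to the middle 95%. Requiring a mean of at least 10 removed no row from the monocyte, platelet, interferon and ribosomal protein lists, so it was no check for them. Leaving out the genes of S3 and S4 Tables was not among the 40 alternatives. Without them the neuron list came within the middle 95% (percentile 95.95). The neutrophil and other-tissue lists stayed outside the middle 95% (percentiles 0.01 and 99.59). The ribosomal protein list, with a median of 0.399, was no longer past it (88.2nd percentile) when random lists were not matched on mean expression; the cause was not tested.

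For the 32 named genes, the log2 of mean plus 1 cannot change the sign, whatever the values. It lowered the ratios of weak genes most, because a mean near 0 is dominated by the 1 that is added. For PCLO the log2 ratio was 7.65 in place of 9.93. For 22 named genes with recovered reads, each of the 4 libraries was left out in turn. No sign changed where reads were left. For the genes higher in the 7-library mean none could, since leaving out 1 library raises the 4-library mean by far less than their folds. In all, 12 genes moved by over 1.5 times in at least 1 case, always through the library with the highest normalized count. That library had size factor 0.372 for OSCAR and FAM186A, and 1.03 for TMEM56 and SCRG1. It had size factor 0.620 for CXCR2, CXCR1, ZNF804B, MMRN1, XKR6, CYR61, FOXA1 and ARL11. TTR, which the authors did not call, had no reads left without the library of size factor 0.372, so its 4-library mean was then 0, below its 7-library mean of 0.731.

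Not run, because the table holds no counts per sample, were other count tests and normalizations, a filter on low counts, the omission of each of the 11 samples and of the control with pneumonia from the authors' test, other splits of the samples under that test, clustering by other distances or gene sets (apart from a trial on weakly expressed genes), and the comparison of early with later animals. No paired analysis was possible because the columns carry no replicate number. Depth limits the folds of the strongest genes: in 36 of 49 rows with the largest folds, the 7 libraries together held 3 or fewer reads.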

Differences from the paper's values

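With folds taken in the paper's direction of division, that is with the higher mean over the lower, no value differed from the paper's by more than 1.5 times; the direction itself differs, as described below. The authors' deposited table as analysed here held 2146 rows at p under 0.05 where the paper gives 2149, 592 at an adjusted p under 0.05 where the paper gives 595, and 15298 rows where the paper gives 15301. For the paper's 50 upregulated genes with a fold above 4, the table held 58 rows with a fold of the 7-library over the 4-library mean of at least 4. Of the alternatives set before the data were examined, only the adjusted p under 0.01 (310 rows) and the adjusted p under 0.2 (1487 rows) departed from the paper's 595 by more than 1.5 times. With 1 added to both means, all 10 genes of Table 3 had folds more than 1.5 times below the paper's, for example 201 for PCLO beside the paper's 976.64.

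The folds of Tables 2 and 3 match the values here only in 1 direction. The paper's fold of 12.82 for OSCAR equals the 7-library mean over the 4-library mean (12.8), and the fold of the 4-library over the 7-library mean is 0.078. The paper's fold of 976.64 for PCLO, given as downregulation, equals the 4-library mean over the 7-library mean (977). The same holds for all 50 genes of S3 Table, which the paper lists as upregulated in the red tide group and which are lower in the 4-library mean, for all 50 genes of S4 Table, which it lists as downregulated and which are higher in the 4-library mean, and for 76 of the 76 immune response genes with a row. The 4-library mean has the size of the red tide group. From the larger folds of its 50 downregulated genes, the paper proposes that downregulation was the more pronounced. On the reading by group size, those larger folds are of genes higher in the red tide group. In Fig 1, read by eye, most columns are red (the legend's colour for upregulation) in rows of red tide animals and blue in rows of control animals, which goes with the direction found from the group sizes.

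S1 File states that transthyretin was downregulated in this study, names a Western blot for it, and sets it beside a decrease of the protein in proteomics. The mean of TTR RNA here was 1.35 over the 4 libraries and 0.731 over the 7 libraries, from 2 and 6 reads. No difference in its RNA was detectable from so few reads. These values are of buffy coat RNA and do not test the protein.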

Other observations

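All tests of explanations in this part were chosen after the results had been seen; the medians of the gene lists, their percentiles and the choice of named genes were planned.

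The 5 smallest adjusted p-values in the authors' deposited table, from 4.64e-39 to 1.95e-20, belonged to CD83, ERRFI1, PXDC1, TNFAIP3 and CD69, which the paper does not discuss one by one. All were higher in the 4-library mean. CD83 had means of 3554 over the 4 libraries and 104 over the 7 libraries, and TNFAIP3 had means of 7412 and 486, so their folds do not rest on single reads. Among rows higher in the 7-library mean the smallest adjusted p-values, 3.81e-07 to 2.31e-05, belonged to NFE2, RABGAP1L, CXCR2, ARL11 and PPP1R3B.

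The direction of the authors' comparison depends on which group mean is the red tide mean. One explanation for the opposite reading in the paper would be that the first group mean averages the 7 controls. The overall mean speaks against it: weighted with 7 parts of the first mean and 4 of the second, it is missed by a median of 12.1%, while the weights 4 and 7 reproduce it in all 15298 rows. An exchange of libraries between the groups before the comparison was not tested.

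The authors' adjustment ran over 18820 tests, 3522 more than the rows analysed here. The last row at an adjusted p under 0.05 had rank 800, while the table held 592 such rows, so 208 calls lie outside it. A candidate explanation is that genes without any read in either group of libraries are left out of the table. In line with it, 294 rows had 1 read in the whole 7-library group and 272 rows had 1 read in the whole 4-library group, while 0 rows had none.

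Reads were recovered for 86 rows at an adjusted p under 0.05 that were higher in the 4-library mean. In them the highest library held a median of 44.1% and at most 69.1% of the normalized reads of the 4 libraries. All 86 kept a fold of at least 2 without it. So did 289 of the 295 rows with a 4-library mean of 20 to 80 and a fold of at least 4, called or not. Keeping such a fold therefore does not set the called rows apart. For 68 called rows that were higher in the 7-library mean the reads of the 4 libraries were recovered too, and there the highest library held a median of 39.2% and at most 78.2%. The 7 libraries, which make the higher mean in those rows, were not examined singly. In the 86 rows the highest library was the one of size factor 0.620 in 39 rows and of 0.372 in 29 rows, and the lowest was the one of size factor 1.56 in 47 rows.

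The neutrophil list had a median log2 ratio of the 4-library over the 7-library mean of -2.23 over 15 rows, below all 10000 matched random lists (middle 95% from -0.432 to 0.608). Of these rows 7 were called, all higher in the 7-library mean, and 6 belong to S3 Table, which the study picked from these libraries. The other 9 rows had a median of -1.27 (percentile 0.01, middle 95% from -0.614 to 0.973), with 1 row called and 3 rows above 0. The monocyte list had a median of -0.15 (percentile 38.0), the T cell list 0.07 (percentile 56.4, and -0.07 relative to the median of all rows), the B cell list -0.59 (percentile 4.29) and the interferon list -0.38 (percentile 13.4). The NK cell and erythroid lists had 3 and 4 genes and were not tested. A hypothesis is that fewer neutrophils were present in the 4-library group. It would raise the lists of all other cell classes alike. The monocyte, T cell and B cell medians did not lie above the middle 95% of random lists, while the platelet median did. How large a rise to look for is not known without the share of neutrophils, so the levels do not decide. The medians of the monocyte, T cell, B cell and platelet lists lay 2.46 apart on the log2 scale, where 95% of random lists of their sizes lay within 1.19, but this rests on the platelet list, whose median a single library may carry. The other 3 lists lay 0.666 apart, within the 1.08 of random lists. A lower neutrophil share as the whole cause therefore cannot be told apart from other causes. Blood counts of the animals were not analysed here.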
